A study of Danio rerio with 40 samples.

How the data were processed

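Whole zebrafish embryos (Danio rerio) were grown in E3 medium at 27°C to 5 days post fertilization, per the labels, and pooled by 5. RNA was extracted on Qiagen columns, and 200 ng per pool went into TruSeq Stranded Total RNA libraries, per the labels' protocols. The 10 libraries analysed were 5 pools of the smad3a/b and smad6a/b quadruple knockout and 5 pools of wild-type control cousins. The table deposited by the authors holds raw read counts per Ensembl gene with gene names, for 32520 genes, as whole numbers whose totals differ between libraries. Per the labels, no aligner, counting tool, genome build, annotation release or use of strand is stated, so no coordinates are given. No entry lacked a gene, and every column of counts matched 1 library. The other 30 samples of the series, made with another library kit, were not analysed here, nor were the comparisons planned for them. For 20 of them, the double knockouts and their controls, the titles and the source descriptions name different pool sizes.

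Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, libraries were scaled by the trimmed mean of M values (TMM), and the genotypes were compared with the robust quasi-likelihood test and Benjamini-Hochberg adjustment, without covariates. A gene was called at an adjusted p under 0.05. Normalised read counts are given as CPM, scaled by TMM, and the mean ± SD covers 5 pools. Standard errors of log2 fold changes were derived from the test statistic. Totals ranged from 16062147 to 191289475 counts, so 3 counts, the limit taken for a gene without reads, stood for between 0.0157 and 0.187 CPM. A fold against a group at or under 3 counts in all its libraries was computed against that limit and is a lower bound. The limit and these folds used CPM not scaled by TMM. Biological variation between pools was 16.8%. Within a genotype Spearman correlations between pools were 0.979 to 0.997, and between genotypes 0.964 to 0.983. No pair of pools agreed within sampling noise (chi-square per degree of freedom of 5.52 to 133), so none was treated as deposited more than once.

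The genes named were fixed by a rule before the data were examined. They are the 4 targeted genes; the 5 largest rises and 5 largest falls among called genes whose CPM did not overlap between groups and averaged at least 1 CPM; and at most 3 called members of each of 12 gene lists, with the lowest p. The lists covered BMP targets, TGF-beta targets, pathway components, extracellular matrix, smooth muscle, endothelium, cardiac muscle, clock, digestive enzyme, lens crystallin, erythrocyte and stress genes. They were tested on log2 CPM (prior count 2) with camera from limma 3.58.1, with a preset correlation of 0.01. Neighbours were the 100 tested genes on each side of a targeted gene in the order of the RefSeq table of GRCz12tu, matched by name and compared by Fisher's exact test with 95% confidence intervals. Single measures per library were compared with two-sided exact permutation tests over 252 assignments.

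Alternatives fixed beforehand were DESeq2 size factors, upper-quartile scaling, library totals, no filter, a mean of 1 CPM, the DESeq2 1.42.0 Wald test, limma-voom, the replicate number as a block, 1 surrogate variable (sva 3.50.0), the 20 most counted genes left out, the targeted chromosomes left out, stricter thresholds, and each library left out in turn. Chosen after the data were seen were thinning to equal totals, the pool set (1 and 2 against 3 to 5) as a covariate, the pool sets summed (2 against 2), and gene order by the deposited table. A further 5 lists (proliferation, hatching gland, acute phase, pigment cell and liver genes) were written after the comparison had been seen and before they were tested. A random-effect fit of the pool sets was tried on simulated data and dropped because of its false calls.

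The procedure was tested on simulated counts with the real means and library sizes and 200 changed genes. At an absolute log2 fold change of 1 it recovered 86% of 50 genes, and at 0.5 it recovered 30% of 50, with 9 false calls among 22554 unchanged genes. The fit of 2 sums against 2 recovered 88% of 50 genes at 1, with 18 false calls among 22694 unchanged genes. These simulations held no pool sets.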

Results

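The series covers zebrafish lacking smad3a, smad3b, smad6a and smad6b in 3 combinations, which were all 4 genes (the quadruple knockout), the smad3 pair alone and the smad6 pair alone. These genes encode intracellular transducers (smad3) and inhibitors (smad6) of transforming growth factor beta (TGF-beta) and bone morphogenetic protein (BMP) signalling, and the series title places the work in a zebrafish model of smad6-related aortic disease. The labels describe 40 samples in 8 groups. The comparison analysed here was the quadruple knockout against wild-type control cousins at 5 days post fertilization, with 5 pools of 5 whole embryos per genotype. The remaining 30 samples (adult aortas of the quadruple knockout, the 2 double knockouts, and their controls) were not analysed here, and so neither were the comparisons that need them. Total counts per library were 16062147, 28819083, 54145698, 48556835 and 110409906 in control pools 1 to 5, and 25081743, 58975921, 59973605, 20752303 and 191289475 in quadruple-knockout pools 1 to 5. The totals did not differ between genotypes (two-sided exact permutation test, p = 0.619, n = 5 per group). The number of genes detected did not differ either (p = 0.873, exact permutation test). The share of counts in the 20 most counted genes was 14.3% ± 0.742 (SD, n = 5) in controls and 12.8% ± 1.01 (SD, n = 5) in quadruple knockouts (exact permutation p = 0.0476). That gap lay in pools 3 to 5 (14.52% to 15.11% in controls, 11.63% to 12.47% in knockouts). Pools 1 and 2 had 13.72% and 13.42% in controls and 13.89% and 13.73% in knockouts. The share in mitochondrial genes was 4.51% ± 0.465 and 4.44% ± 0.368 (SD, n = 5 each; exact permutation p = 0.786). These 4 measures were not adjusted for one another, and their tests treated the pools as interchangeable.

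The pools of each genotype fell into 2 sets. Of the 10 ways to divide the 5 control pools into 2 and 3, the division into pools 1 and 2 against pools 3 to 5 gave 5358 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), and the other 9 divisions gave 0, with between 132 and 3668 genes at an unadjusted p under 0.05. Among the quadruple-knockout pools the same division gave 1107 genes, and of the other 9, 1 gave 1 gene and the rest gave 0, with between 191 and 2408 genes at an unadjusted p under 0.05. The labels name no collection date or library batch. The sets were treated as nested within genotype, because the differences between same-numbered sets did not run together in both genotypes. Their correlation across genes was -0.112, and genes are not independent replicates. A fit with a batch term shared by same-numbered pools therefore does not remove them. That correlation does not exclude a batch joining pools 1 and 2 of one genotype with pools 3 to 5 of the other. The surrogate variable was positive in knockout pools 1 and 2 (0.26 and 0.4) and in control pools 3 to 5 (0.233 to 0.329). It was negative in the other pools. Compared by number, pools 1 and 2 of each genotype differed in 4754 genes (2 against 2) and pools 3 to 5 in 9551 genes (3 against 3). Of the 2605 genes called in both, 2055 had the same direction and 550 had opposite directions. Within each genotype, the gene encoding the circadian repressor nr1d1 was 1 of the genes that differed. It stood at 334 and 352 CPM in quadruple-knockout pools 1 and 2 and at 1.80, 1.59 and 2.62 CPM in pools 3 to 5, whereas controls stood at 8.94 and 8.45 CPM in pools 1 and 2 and at 42.1, 48.0 and 45.9 CPM in pools 3 to 5. The nr1d1 gene was picked after its values were seen. Every comparison of the genotypes, above and below, carries this limit, since 5 pools per genotype made up 2 sets per genotype.

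**Figure D1:**
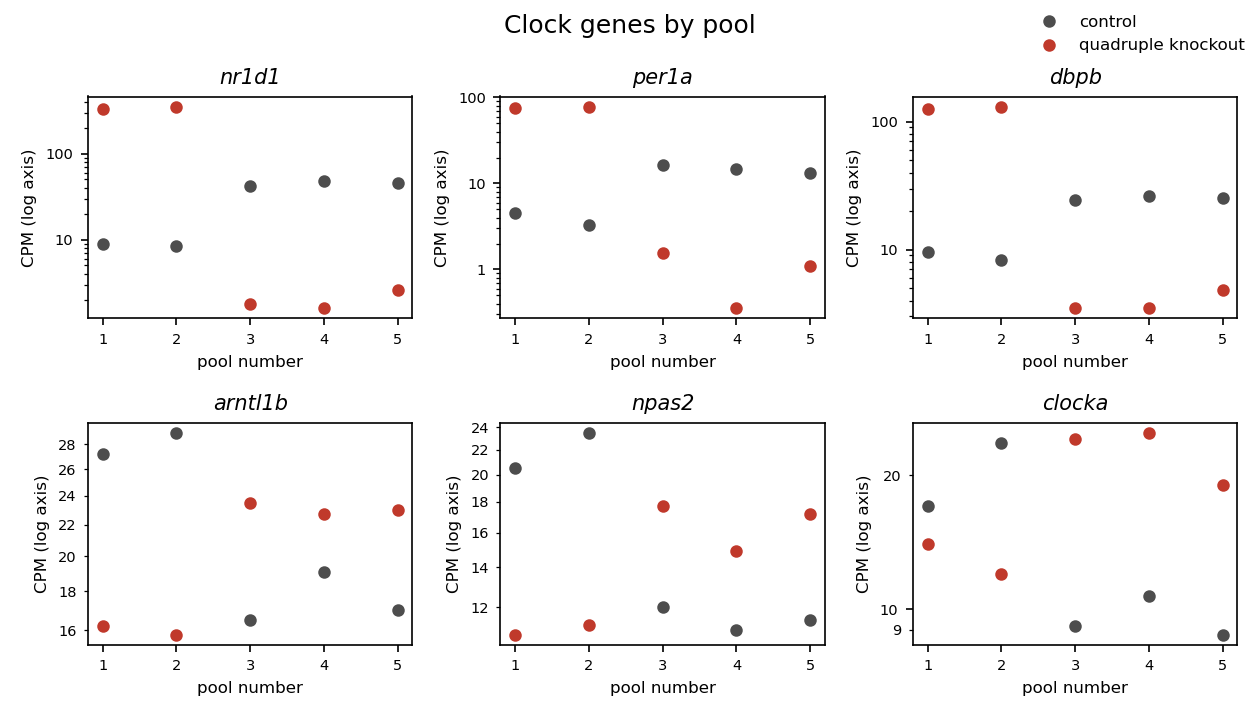
CPM (log axis) of 6 circadian clock genes against pool number, with 1 point per library, in controls (grey) and quadruple knockouts (red). Pools 1 and 2 stood apart from pools 3 to 5 in both genotypes, in opposite directions, and nr1d1 ranged from 1.59 to 352 CPM.

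The targeted genes were read first. Transcripts of smad3a (ENSDARG00000036096) stood at 41.2 ± 3.48 CPM in controls and 11.0 ± 1.71 CPM in quadruple knockouts (SD, n = 5 each), a log2 fold change of -1.90 (SE 0.11, adjusted p = 4.17e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Those of smad3b (ENSDARG00000010207) stood at 13.9 ± 0.487 CPM and 6.52 ± 0.495 CPM (log2 fold change -1.09, SE 0.09, adjusted p = 5.11e-06, edgeR). Both smad6 transcripts were higher in the knockouts, so transcript levels show no loss of the smad6 pair, and the name quadruple knockout rests on the labels for these genes. The level of smad6a (ENSDARG00000053209) was 31.4 ± 2.52 CPM in controls and 40.3 ± 2.86 CPM in quadruple knockouts (log2 fold change 0.36, SE 0.08, adjusted p = 0.0049, edgeR). The level of smad6b (ENSDARG00000031763) was 25.8 ± 1.31 CPM and 39.8 ± 2.30 CPM (log2 fold change 0.62, SE 0.07, adjusted p = 7.2e-05, edgeR). For all 4 genes the values of the 5 knockout pools and the 5 control pools did not overlap. With each pool set summed to 1 sample, smad3a and smad3b stayed under an adjusted p of 0.05 (0.000139 and 0.0116, edgeR), and smad6a and smad6b did not (0.331 and 0.0654, edgeR).

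**Figure D2:**
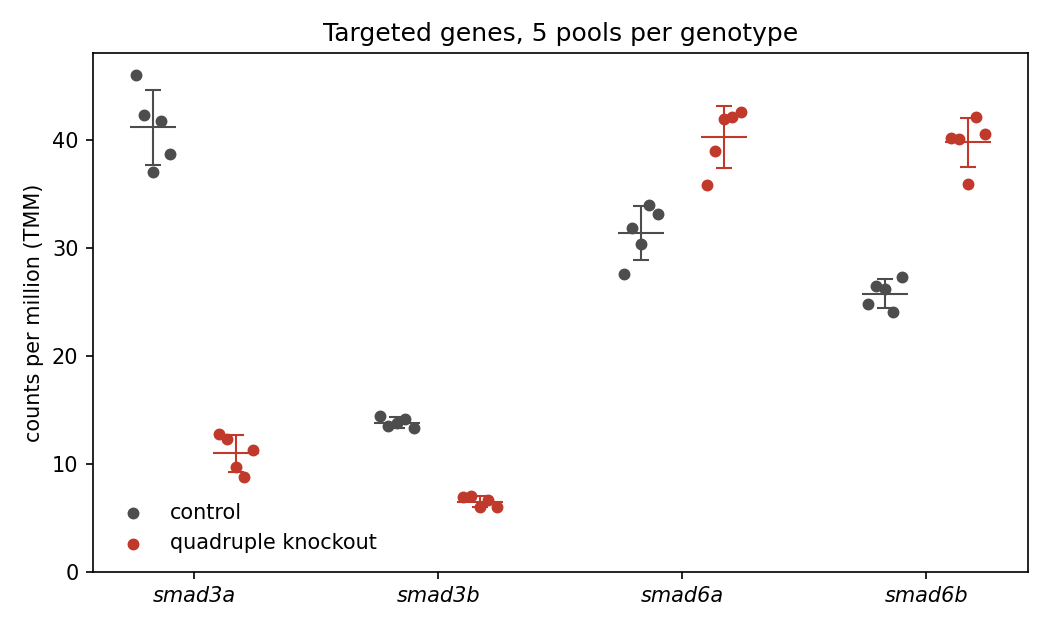
CPM of the 4 targeted genes in the 5 control pools (grey) and 5 quadruple-knockout pools (red), with 1 point per pool and the mean ± SD. The smad3a values were 37.1 to 46.1 CPM in controls and 8.81 to 12.8 CPM in knockouts, and smad6b rose from a mean of 25.8 to 39.8 CPM.

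Across the transcriptome, 22894 of 32520 genes passed the filter on low counts, and 5910 of them (25.8%) had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 3058 higher and 2852 lower in the quadruple knockouts. At an unadjusted p under 0.05 there were 8875 genes. The median absolute log2 fold change of the 5910 genes was 0.52, and 1131 of them changed by at least 1 on the log2 scale, 301 higher and 830 lower. The values of the 2 genotypes did not overlap for 4111 genes (18% of those tested). Chance would give 0.794% for 5 against 5 if the 10 pools were interchangeable. The pool sets show that they were not, so the excess does not separate genotype from differences between sets. Of the 5910 genes, 5700 (96.4%) had the same direction in the comparisons of pools 1 and 2 and of pools 3 to 5, and 2020 were called in both of those comparisons too. The 5910 genes were selected on these same pools, which favours a shared direction, so the 96.4% is no separate test. Of the 2605 genes called in both comparisons, whether or not among the 5910, 550 had opposite directions. The alternative that moved the count most, chosen after the data were seen, summed each pool set to 1 sample and left 700 genes, 643 of them among the 5910. The number of higher genes fell to 1966 without quadruple-knockout pool 4. The split into higher and lower depended on the scaling. It was 51.7% higher with TMM, 67% with library totals alone and 42.6% with the upper quartile, and library totals put the median log2 fold change of all tested genes at 0.11 against 0.03 with TMM. In the summed sets 31.7% of the genes were higher.

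**Figure D3:**
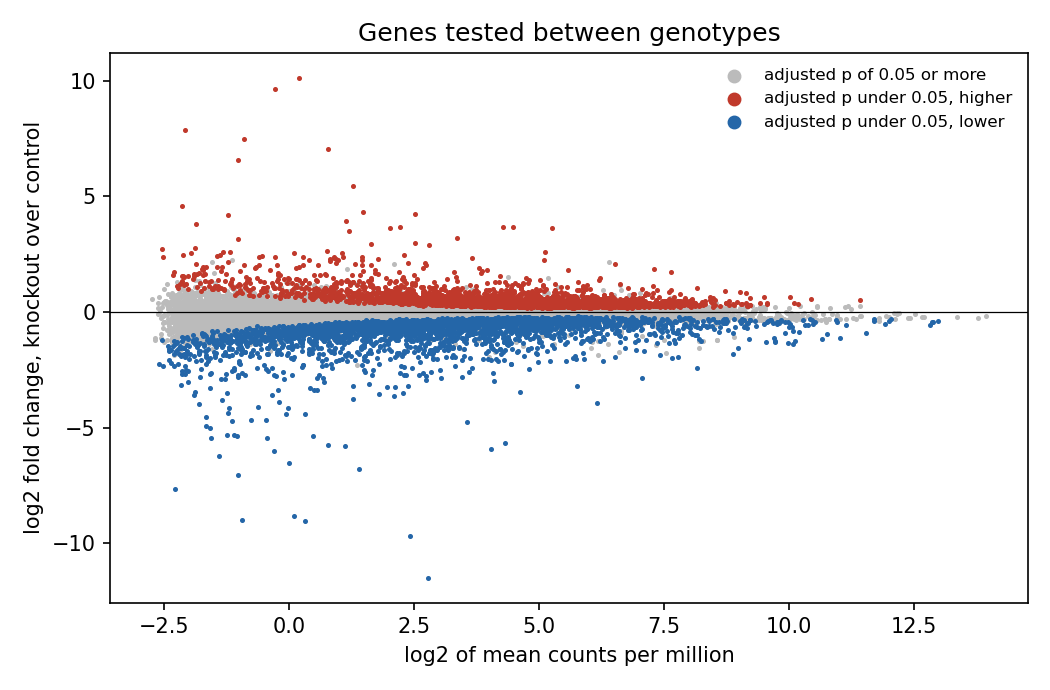
Log2 fold change (quadruple knockout over control) against log2 of mean CPM, with 1 point for each of the 22894 tested genes. Red points are the 3058 genes called higher and blue points the 2852 called lower (adjusted p under 0.05); the fitted values of genes near 0 in one genotype depend on the prior count.

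The genes with the largest changes included some that were at or near 0 in every library of one genotype. Among genes past the threshold with a mean of at least 1 CPM and no overlap between the groups, the 5 largest rises were FO904903.1, si:ch73-97h19.2, RNPS1, si:dkey-242h9.3 and CU927934.1. Counts of FO904903.1 (ENSDARG00000059039) were 0 in all 5 controls, and its level in knockouts was 2.28 ± 0.523 CPM (SD, n = 5). In CPM not scaled by TMM, the scale of all these bounds, it was at least 26.8-fold higher than the limit set by 3 counts. The level of si:ch73-97h19.2 (ENSDARG00000100818), with at most 3 counts in any control, was at least 40.6-fold higher. For RNPS1 (ENSDARG00000100188) the level rose from 0.0960 ± 0.0594 to 4.74 ± 1.21 CPM (SD, n = 5 each; log2 fold change 5.44, SE 0.30, adjusted p = 3.25e-07, edgeR); a second entry of nearly the same name, rnps1 (ENSDARG00000116743), changed by -0.53 (adjusted p = 0.104, edgeR), and reads may have been divided between the copies by the counting. The log2 fold changes of si:dkey-242h9.3 and CU927934.1 were 4.33 (SE 0.18) and 4.25 (SE 0.32). The 5 largest falls were si:ch211-181d7.1, si:ch211-181d7.3, AL928650.3, ENSDARG00000057844 and upp2. For si:ch211-181d7.1 (ENSDARG00000091847) the knockouts had 1 count in 1 pool and 0 in the others, against 13.7 ± 2.59 CPM (SD, n = 5) in controls, at least 176-fold lower. The corresponding limits were at least 137-fold lower for si:ch211-181d7.3 (ENSDARG00000068621), 31.4-fold for AL928650.3 (ENSDARG00000096599) and 26.9-fold for ENSDARG00000057844. The level of upp2 (ENSDARG00000036833) fell from 5.23 ± 1.56 to 0.0493 ± 0.0422 CPM (SD, n = 5 each; log2 fold change -6.80, SE 0.37, adjusted p = 3.25e-07, edgeR). The limits cover counting error only. Whether the counting used the strand is not stated in the labels, so overlapping and antisense genes remain uncertain.

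To ask which programmes differed, 12 gene lists fixed before the data were examined were tested with camera, and their p-values were adjusted over the 12 lists (Benjamini-Hochberg). Digestive enzyme genes were lower (median log2 fold change -1.25, 22 of 24 tested members lower, adjusted p = 1.03e-08, camera), and 12 members were called over all genes and 19 adjusted over the list alone. Lens crystallin genes were lower (median -0.35, 25 of 31 lower, adjusted p = 0.00101, camera), with 12 called over all genes and 16 adjusted over the list alone. Erythrocyte genes were higher (median 0.68, 16 of 19 higher, adjusted p = 0.00227, camera), with 10 called and 13 adjusted over the list alone. Extracellular matrix genes were higher (median 0.20, 30 of 42 higher, adjusted p = 0.011, camera), with 18 called, 15 higher and 3 lower, and 20 adjusted over the list alone. Cardiac muscle genes were higher (median 0.27, 17 of 21 higher, adjusted p = 0.0314, camera), with 7 called and 10 adjusted over the list alone, but this call was lost without quadruple-knockout pool 2 (0.108, camera) and without control pool 4 (0.0926, camera). Under fry the calls for digestive enzymes, extracellular matrix and cardiac muscle held (adjusted p = 0.0244, 0.0244 and 0.0327), and those for lens crystallins and erythrocytes did not (0.138 and 0.0824). Not every pool followed its list. In the mean log2 deviation of a list per pool, all 5 knockout pools lay above every control for the matrix genes and 4 did for cardiac muscle. For erythrocyte genes 4 lay above every control, and pool 5, at -0.44, lay below every control (-0.434 to -0.08). For digestive enzymes 4 lay below every control, and pool 2, at 0.557, lay within the controls (0.448 to 0.887). For lens crystallins 3 lay below every control and 2 within them. No list stayed under 0.05 with an estimated correlation between genes, where the adjusted p ranged from 0.621 to 0.949.

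The lists closest to the disrupted pathway had small medians and did not pass the threshold in camera. Adjusted p-values by camera were 0.142 for the 18 tested BMP target genes (median log2 fold change 0.15, 13 higher), 0.824 for the 21 TGF-beta target genes (median -0.04, 13 lower) and 0.0663 for the 35 SMAD and TGF-beta pathway components (median 0.15, 24 higher). Under fry the BMP target and pathway component lists were under 0.05 (0.0327 and 0.00962), and the component list was also under 0.05 in camera without control pool 2 (0.0374). In the per-pool scores, 4 of the 5 knockout pools lay above every control for the component list. For the BMP targets, pools 1 and 2 (-0.113 and -0.119) lay below every control (-0.074 to 0.022), and 2 of pools 3 to 5 lay above every control, so the knockout pools were split by pool set. For the TGF-beta targets, pool 1 (0.168) lay above every control (-0.062 to 0.117) and pool 2 (0.045) within them. Pools 3 to 5 (-0.133 to -0.107) lay below every control. The TGF-beta list was thus split by pool set too, so its adjusted p of 0.824 does not show an unchanged list. Called members were 5, 7 and 9 of these 3 lists over all genes, and 5, 7 and 9 adjusted over the list alone. Smooth muscle, endothelial, circadian clock and stress genes had adjusted p-values of 0.953, 0.824, 0.413 and 0.387 (camera). Their called members were 13 of 24, 7 of 29, 7 of 34 and 5 of 29 over all genes, and 13, 7, 6 and 5 adjusted over the list alone. In the per-pool scores for smooth muscle, 4 of the 5 knockout pools (-0.072 to -0.041) lay below every control (-0.008 to 0.069). Pool 2 (0.063) lay within the controls. This score is a plain mean over the members, so cnn1a (log2 fold change -2.06) weighs heavily in it. The next largest fall was that of desmb (-0.561). The low scores of 4 pools therefore do not show a lower list. For endothelial genes 2 knockout pools lay above every control and 3 within them. For clock genes 2 lay above and 3 below, and for stress genes 1 lay above and 3 below. Of the called smooth muscle genes 7 were higher and 6 lower, so a median near 0 does not show an unchanged list. The medians of the smooth muscle, endothelial and clock lists lay at 0.03, -0.01 and -0.01, close to the median of all tested genes. Library totals, which raised the median of all genes to 0.11, put them at 0.12, 0.07 and 0.05 and the TGF-beta targets at 0.03. Relative to the median of all genes, each of these 4 lists kept its sign under all 4 scalings, with 0.007, -0.035, -0.036 and -0.066 under TMM for the smooth muscle, endothelial, clock and TGF-beta target lists. A change of scaling shifts nearly all genes alike, so the kept signs follow largely from the subtraction and do not test stability. Single members changed past the threshold nevertheless. In the BMP list id3 rose from 33.9 ± 2.66 to 45.8 ± 1.59 CPM (SD, n = 5 each; log2 fold change 0.43, SE 0.07, adjusted p = 0.000909, edgeR), and atoh8 and id4 rose by 0.40 and 0.39. The other 2 called members, named after their values were seen, were nkx2.5, which rose by 0.84, and hamp, which had the largest change of the 5 and fell by 2.18 (adjusted p = 0.00986, edgeR). In the TGF-beta list fn1a rose from 130 ± 17.4 to 207 ± 9.75 CPM (log2 fold change 0.67, SE 0.09, adjusted p = 0.000342, edgeR; n = 5 each), skilb rose by 0.85, and tagln fell by 0.51. Of the components, nog2 rose by 0.58, smurf2 by 0.34 and bmp2a fell by 0.54. The smooth muscle gene cnn1a fell from 4.04 ± 1.36 to 0.961 ± 0.343 CPM (log2 fold change -2.06, SE 0.28, adjusted p = 0.000294, edgeR; n = 5 each), while myl9b rose by 0.36.

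In the other lists the named members were those with the lowest p-values. The matrix genes efemp2a and emilin1a rose by 0.86 and 0.75 on the log2 scale. Endothelial fli1a, vwf and lyve1a rose by 0.32, 0.66 and 0.90. Of the cardiac genes, atp2a2a fell by 0.57, and hand2 and myl4 rose by 0.52 and 0.50. The clock genes nfil3 and nr1d4b rose by 0.89 and 3.66, and rorca fell by 0.73; nr1d4b stood at 2.93 ± 0.684 CPM in controls and 36.1 ± 30.4 CPM in knockouts (SD, n = 5 each), with the 5 knockout pools spread from 8.10 to 79.0 CPM. Digestive prss59.2 fell from 1050.0 ± 155 to 434 ± 186 CPM (log2 fold change -1.28, SE 0.26, adjusted p = 0.0049, edgeR, n = 5 each). In the same list the apolipoprotein genes apoa4b.2 (ENSDARG00000020866) and apoa4b.1, which do not encode enzymes, fell by 0.55 and 0.49. A second entry named apoa4b.2 (ENSDARG00000094929) changed by -0.01 (adjusted p = 0.98, edgeR). The crystallins cryaa, cryba1a and crygmx fell by 1.07, 0.72 and 0.54. Erythrocyte tfr1a, hbae3 and gata1a rose by 1.3, 0.89 and 0.97. Of the stress genes, hspb11 fell by 0.65, gadd45ba fell by 0.86 and hspa5 rose by 0.52. Apart from the second apoa4b.2 entry, all of these had adjusted p-values under 0.05 (edgeR). Trypsin, crystallin and globin genes form families of similar copies, so their single values are uncertain where the counting could divide reads among copies.

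**Figure D4:**
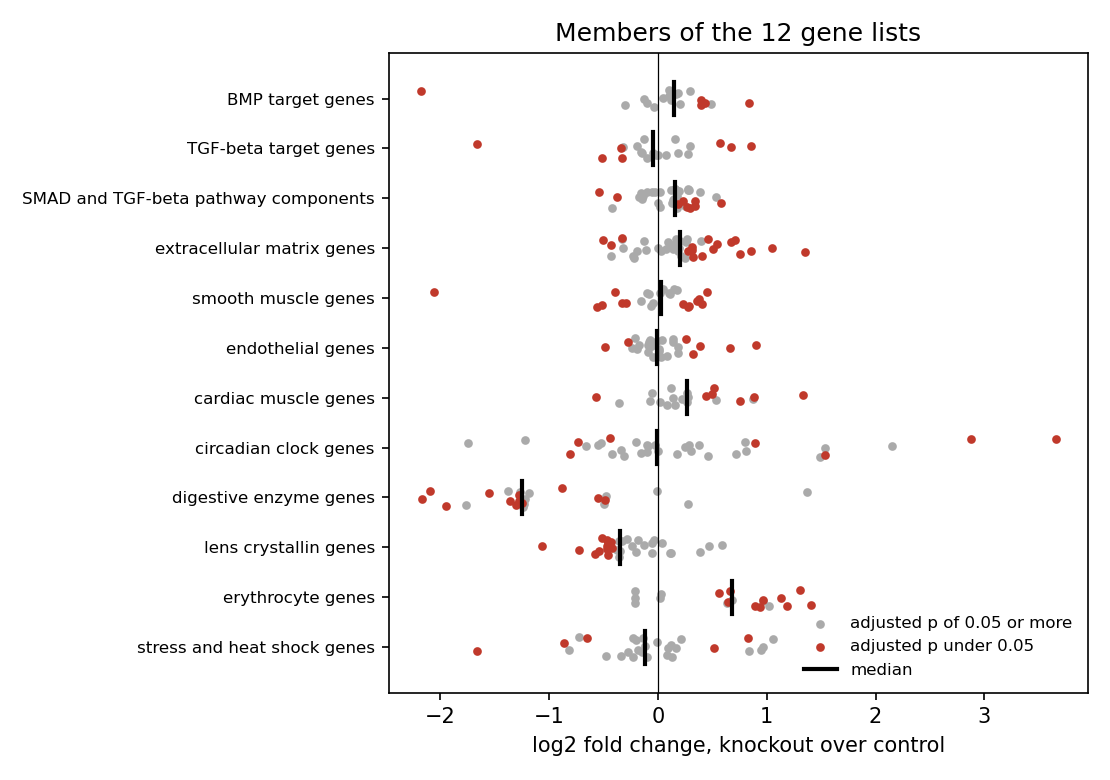
Log2 fold change (quadruple knockout over control) of the tested members of 12 gene lists, with 1 point per gene (red for an adjusted p under 0.05, grey otherwise) and a black bar at each median. The medians ran from -1.25 for digestive enzymes to 0.68 for erythrocyte genes.

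Knockout and control cousins can also differ in the chromosome segments that travelled with the selected alleles, so the neighbours of the targeted genes were compared with other genes. Gene order came from the RefSeq table of assembly GRCz12tu, by name, which placed 18948 of the 22894 tested genes (82.8%). In that table smad3a and smad6a neighbour each other, and so do smad3b and smad6b. Of the 400 genes within 100 tested genes of a targeted gene, 128 (32.0%) were called, against 26.3% of the other placed genes (odds ratio 1.32, 95% confidence interval 1.06 to 1.64, two-sided Fisher's exact test, p = 0.0117). After Benjamini-Hochberg adjustment over the 5 tests of this family the value was 0.0585, so the excess failed this correction. The 4 single genes had adjusted values of 0.0868 to 0.145 (Fisher's exact test). Each single window held 199 genes, and those of smad3a and smad6a nearly coincide, as do those of smad3b and smad6b. The 5 tests are therefore not 5 separate questions, and the failure depends on how the family is counted. The excess depended on the setting. With 200 genes on each side the odds ratio was 1.31 (unadjusted p = 0.000663), with DESeq2 calls it was 1.41 (p = 0.00135), and with 50 genes it was 1.25 (p = 0.147, Fisher's exact tests). Of the 10 fits without one library, 9 had an unadjusted p under 0.05, down to 0.000827, and the p rose to 0.109 without quadruple-knockout pool 1 (Fisher's exact tests). On chromosome 7, which carries smad3a, 26.8% of tested genes were called against 25.8% elsewhere (p = 0.428), and on chromosome 18, which carries smad3b, 27.7% were (p = 0.242, Fisher's exact tests).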

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

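Each per-library value printed in the text was compared with the other 4 pools of its genotype, and a value was picked out when its gap to the nearest pool exceeded 0.71 of the group's range. This picked 8 of 128 groups of 5 values, where chance gives about 6.4, so the number of such values is what chance gives. No biological explanation was tested for any of them, since all pools of a genotype carry one label, and the thinning of libraries was chosen after the data were seen.

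The total of quadruple-knockout pool 5 was 191289475 counts, against 20752303 to 59973605 in the other 4 knockout pools. Depth did not set the calls alone, since after thinning every library to the smallest total 2855 genes were called, 2775 of them among the original 5910 and all of those in the same direction. The rest of the 5910 may have been lost with the reads.

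In 3 of the largest falls a single read made the difference. Quadruple-knockout pool 3 had 1 count (0.0158 CPM) for si:ch211-181d7.1 and 1 count (0.0158 CPM) for ENSDARG00000057844, and pool 5 had 1 count (0.00504 CPM) for AL928650.3, while the other knockout pools had 0. These lie under the limit of 3 counts and carry no information beyond it.

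For bmp2a, quadruple-knockout pool 2 stood at 3.55 CPM, against 4.34 to 4.64 CPM in the other knockout pools. For lyve1a, pool 1 stood at 5.46 CPM against 2.29 to 2.62 CPM, and for hspb11, pool 5 stood at 10.4 CPM against 14.3 to 15.5 CPM. The smooth muscle list had a score (mean deviation on the log2 scale) of 0.063 in pool 2, within the controls (-0.008 to 0.069). The other knockout pools, at -0.072 to -0.041, lay below every control, in a mean on which the single gene cnn1a weighs heavily. Without pool 2 the direction camera gives the list against other genes reversed (adjusted p = 0.841). The cause of these 4 values was not tested.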

How the results depend on the processing

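The count of 5910 called genes stayed within 1.5 times, and all shared genes kept their direction, under the scaling, filter, tool, surrogate variable, left-out genes and single-pool alternatives (4309 to 6816 genes; 4309 to 6363 across the 10 fits that each left out one replicate). Across those 10 fits the higher genes numbered 1966 to 3140. The counts fell by more at stricter thresholds, which follows from their construction, with 1131 genes (301 higher, 830 lower) at an absolute log2 fold change of at least 1 and 2797 (1363 higher, 1434 lower) at an adjusted p under 0.01. Of the alternatives chosen after the data were seen, the pool set as a covariate raised the count to 7056 (3706 higher, 3350 lower), and 2 lowered it. Thinning to equal totals gave 2855 genes (1440 higher, 1415 lower), and summing the pool sets gave 700 (222 higher, 478 lower), of which 643 were among the 5910, all in the same direction. Thinning removes reads; the cause of the fall with the sums was not tested.

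With the sums, smad6a (0.33) and smad6b (0.60) kept their log2 fold changes without passing the threshold, and smad3a and smad3b passed. The 44 other named genes gave 1012 values over the alternatives, of which 973 kept their call, 39 lost it and 0 reversed. Of the losses, 30 came with the sums, 8 with thinning and 1 (lyve1a) without control pool 4.

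The replicate numbers did not pair the pools, since the deviations of same-numbered pools correlated at 0, -0.15, -0.06, -0.07 and -0.05. The fit with the replicate number as a block called 4543 genes, 4368 of them among the 5910.

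For the lists, camera with an estimated correlation gave adjusted p-values of 0.621 for extracellular matrix, cardiac muscle, digestive enzyme and erythrocyte genes and 0.626 for lens crystallins. Under fry the values were 0.138 for lens crystallins, 0.0824 for erythrocytes, 0.0327 for BMP targets and 0.00962 for pathway components. The direction camera gave smooth muscle genes against other genes reversed with library totals (0.97) and in 2 of the 10 fits that each left out one replicate, over which the adjusted p ran from 0.841 to 0.995. Over the same fits it ran from 0.00899 to 0.108 for cardiac muscle and from 0.0374 to 0.112 for pathway components (camera). The odds ratio of the neighbours was 1.25 with 50 genes on each side, 1.31 with 200, 1.41 with DESeq2 calls, 1.28 in the order of the deposited table, and 1.2 to 1.46 over the 10 fits without one replicate, of which 9 had an unadjusted p under 0.05 (Fisher's exact test). The cause of these changes was not tested. Alternatives planned for the samples not analysed here were not run.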

Other observations

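The tests of pool sets, of genes at 0 in one genotype and of RNPS1 were chosen after their results had been seen, as were the 12 and 6 clock genes of the score below.

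The 5910 called genes were set against other groupings. Of 100 splits of the 10 libraries into 5 and 5, drawn from 126 and including the real one, 1 gave as many genes, namely the real one; the largest other count was 242, from pools 1 and 2 of the knockout with pools 3 to 5 of the controls, and 2 of the others gave any gene (median of 466 genes at an unadjusted p under 0.05). This treats pools as interchangeable, and the pool sets show that they were not. With the sets summed, the split by genotype gave 700 genes, and the other 2 splits of the 4 sums gave 0 each, with 178 and 622 genes at an unadjusted p under 0.05. Each of those 2 splits puts 1 sum of each genotype on either side, so a difference by genotype enters the spread within the sides and their counts of 0 decide nothing, and 3 splits are too few for a test. In the summed fit each set is 1 sample, so the difference by genotype is judged against the spread between sets of 1 genotype. For the 643 called genes also called there, the difference exceeded that spread, which argues against set-to-set spread alone. That rests on 2 sets per genotype, and a difference shared by both sets of a genotype stays open. For the other called genes, the genotype and the 2 sets that make it up cannot be told apart. The sets were defined within each genotype, and the labels name no batch that spans both.

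The tables argue against some technical accounts of all the calls. Outside the 2 chromosomes with targeted genes 25.7% of tested genes were called, close to the overall share, so segments linked to the selected alleles do not account for all calls. Leaving out the 20 most counted genes gave 5903 calls. Removing each library's trend with gene span, which was known for 84.8% of the called genes, kept 4643 of 5012, but the removal went too far, with the rank correlation of log2 fold change and span going from 0.105 to -0.074 across genes. A second removal by the median of 50 bins of span, added for that reason, brought it to -0.002 and kept 4523, all in the same direction. Of 29 pairs of called genes sharing a name, 13.8% moved in opposite directions, against 49.9% for pairs drawn at random (exact binomial p = 0.000104). For most of these pairs, that argues against reads moving between copies. Only pairs with both copies called entered, which leaves out cases such as RNPS1 and rnps1. The other called genes are thus not covered.

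The pool sets differed in the circadian clock. In a score of 12 genes of one clock phase minus 6 of the opposed phase, 2 of the 5 quadruple-knockout pools (1 and 2) lay above every control and the other 3 lay below every control, outside the control range (-1.06 to 1.18). The clock is periodic and the control sets lay apart in the score, so one shift in time of day shared by all knockout pools could raise one set and lower the other. The score excludes neither such a shift nor a time of its own for each set. The within-genotype variance of the clock list fixed beforehand had a percentile of 100 among 10000 lists matched on expression (0.676 against a largest random value of 0.0561). Depth does not explain the gap, since nr1d1 still differed 229-fold between knockout pools 1 and 2 and pools 3 to 5 after thinning. A batch shared by same-numbered pools would move both genotypes alike, and the correlation of their set differences was -0.11. Collection at different circadian times is a candidate explanation that these values are consistent with; the labels give no times. Genes called between genotypes were called between sets less often than other genes (22.2% against 28.6%, odds ratio 0.712), but genes that vary between sets are harder to call between genotypes, so collection of each set at its own time of day cannot be told apart from genotype for genes with other daily phases.

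A difference in developmental stage may contribute. All 3 lists written for it (digestive enzymes, lens crystallins and erythrocytes) had adjusted p-values under 0.05 in camera, although 1 of the 3 held under fry, none held with an estimated correlation, and the erythrocyte score of knockout pool 5 lay below every control. Proliferation genes lay higher (median log2 fold change 0.11, 29 of 40 higher, adjusted p = 0.0292, camera), but not under fry (0.205). The list did not move as 1, since mcm2 to mcm7 changed by -0.33 to 0.07 and pcna by -0.14, none of them called. Some called members were split by pool set. For aurka, knockout pools 1 and 2 stood at 9.48 and 10.5 CPM and pools 3 to 5 at 16.4 to 19.4 CPM (controls 9.24 to 9.5). For kif11 all knockout pools (57.7 to 93.9 CPM) lay above every control (48.4 to 52.6). Hatching gland genes decided nothing (median 0.091), because 3 of 9 were tested. Stage and genotype were not separated by the design, and a delay in the knockouts would itself be an effect of genotype.

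Under camera and fry, liver genes lay lower as a list and pigment cell genes lay higher. With an estimated correlation between genes none of the 5 added lists passed, with adjusted p-values of 0.0577 for the acute phase, pigment cell and liver lists, 0.668 for proliferation and 0.941 for hatching gland genes (camera). After lower hpxa, crp2 and hamp had been seen, the other acute phase genes also lay lower (median -0.30, 19 of 23 lower, adjusted p = 3.83e-05, camera; 0.000458, fry). So did liver genes outside that list (median -0.45, 56 of 66 lower, adjusted p = 2.44e-14, camera; 0.000205, fry). Less liver tissue or lower liver output may therefore account for the acute phase genes without any change of an acute phase state, and the tests do not choose between them. After higher rpe65a and pmelb had been seen, the other pigment cell genes lay higher (median 1.07, 18 of 20 higher, adjusted p = 1.85e-11, camera; 0.000106, fry), with dct at 2.60, slc24a5 at 2.35 and tyrp1b at 2.08 on the log2 scale, while mlpha changed by -0.25 without passing the threshold. More pigment cells, more transcript per cell, a stage difference and a background difference in pigmentation between the lines remain open. Whole embryos express all of these lists.

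There were 7 genes at or under 3 counts in every library of one genotype and at 1 CPM or more in every library of the other. They were lower in the knockouts for AL928650.3, ENSDARG00000057844, si:ch211-181d7.1 and si:ch211-181d7.3, and higher for si:ch73-97h19.2, mhc1uma and FO904903.1; mhc1uma was named after its values were seen. Of the 7, 0 lay within 100 tested genes of a targeted gene, which argues against linkage to the targeted genes, and 2 pairs lay next to or near each other in the deposited table. Variants of the parents elsewhere in the genome stay open and were not tested.

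For RNPS1 and rnps1 the summed counts changed by 0.39 on the log2 scale (SE 0.12, adjusted p = 0.0279, edgeR), against 5.44 for RNPS1 alone. Reads moving between the copies may account for part of the rise, but not for the whole, since the sum still rose.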
